# Association of the Long Non-coding RNA Steroid Receptor RNA Activator (SRA) with TrxG and PRC2 Complexes

**DOI:** 10.1371/journal.pgen.1005615

**Published:** 2015-10-23

**Authors:** Patompon Wongtrakoongate, Gregory Riddick, Suthat Fucharoen, Gary Felsenfeld

## Abstract

Long non-coding RNAs (lncRNAs) have been recognized as key players in transcriptional regulation. We show that the lncRNA steroid receptor RNA activator (SRA) participates in regulation through complex formation with trithorax group (TrxG) and polycomb repressive complex 2 (PRC2) complexes. Binding of the SRA-associated RNA helicase p68 preferentially stabilizes complex formation between SRA and a TrxG complex but not PRC2. In human pluripotent stem cells NTERA2, SRA binding sites that are also occupied by p68 are significantly enriched for H3K4 trimethylation. Consistent with its ability to interact with TrxG and PRC2 complexes, some SRA binding sites in human pluripotent stem cells overlap with bivalent domains. CTCF sites associated with SRA appear also to be enriched for bivalent modifications. We identify NANOG as a transcription factor directly interacting with SRA and co-localizing with it genome-wide in NTERA2. Further, we show that SRA is important for maintaining the stem cell state and for reprogramming of human fibroblasts to achieve the pluripotent state. Our results suggest a mechanism whereby the lncRNA SRA interacts with either TrxG or PRC2. These complexes may then be recruited by various DNA binding factors to deliver either activating or silencing signals, or both, to establish bivalent domains.

## Author Summary

Long non-coding RNAs (lncRNAs) can play an important role in regulation of gene expression. In a number of cases, individual lncRNAs have been shown to interact with either the trithorax group (TrxG) or polycomb repressive complex 2 (PRC2) protein complexes, which deliver histone modifications associated respectively with transcriptionally active or inactive chromatin. Here we show that the lncRNA, SRA, unusually forms complexes with both TrxG and PRC2 complexes. Consistent with this property, some SRA binding sites in human pluripotent stem cells overlap with bivalent domains, which carry both kinds of histone modifications. We find that SRA complexed with the helicase protein, p68, shows enhanced binding of TrxG complex, but not of PRC2. This is reflected in genome wide enriched ‘activating’ histone modifications at SRA sites also occupied by p68. We show that in human pluripotent stem cells SRA also interacts with NANOG, a principal determinant of pluripotency, and is important for maintenance of the pluripotent state. SRA may be involved in the delivery of histone modifications associated with either activation or silencing of gene expression, and in some cases could deliver both.

## Introduction

Histone H3 modifications involving lysine 4 trimethylation (H3K4me3) and lysine 27 trimethylation (H3K27me3) represent activating and repressive histone marks, respectively. However, when present together, as they are in bivalent sites, they mark genes that are poised for induction. Genes carrying the bivalent modification include those involved in differentiation of pluripotent stem cells. Two distinct histone modification machineries, associated with the trithorax group (TrxG) complex and with polycomb repressive complex 2 (PRC2), are responsible for methylating H3K4 and H3K27, respectively. TrxG complexes comprise at least four protein components, WDR5, RBBP5, ASH2L and an H3K4 methyltransferase such as MLL (MLL1-4), whereas EZH2, EED and SUZ12 are core components of PRC2. Establishment of bivalent domains involves delivery of these two complexes to their target regions. Both MLL1 and MLL2 containing complexes deliver trimethyl marks to H3K4, and MLL2 is required for this modification at bivalent sites in mouse embryonic stem cells [1, 2]. CpG islands (CGIs) have been reported to play an important role in recruitment of TrxG and PRC2 complexes via several CGI-binding proteins [3]. In addition, TrxG complex has been shown to be recruited directly by DNA sequence-specific transcription factors Oct4 [4] and estrogen receptor α (ERα) [5]. Similarly, at least one component of the PRC2 complex, SUZ12, can be targeted directly by the transcription factor CTCF [6]. Moreover, PRC2 target genes can recruit the complex through interaction with short RNAs transcribed from the 5’ ends of those genes [7–9]. We note that although under some solvent conditions PRC2 may exhibit non-specific interaction with RNA [9, 10], the experiments reported here, carried out in nuclear extracts or in PBS buffer, clearly show specificity for SRA.

A growing number of long non-coding RNAs (lncRNAs) have been implicated in recruitment of TrxG or PRC2 complexes to their target genes [11]. Two groups of lncRNAs may be categorized according to whether TrxG or PRC2 complexes bind to them, defining activating and repressive lncRNAs respectively. The first category of activating lncRNAs, which recruit TrxG complexes to their target genes via WDR5, includes Hottip [12], NeST [13] and NANCI [14]. In contrast, examples of lncRNAs belonging to the second category of repressive lncRNAs, which recruit PRC2 complex to its binding sites, are Xist [15], Hotair [16] and Braveheart [17]. The complete PRC2 complex has been shown to bind highly selectively to Hotair and RepA/Xist, as compared with control RNA [18]. Of the three core components of PRC2 comprising EZH2, SUZ12 and EED, it has been shown recently that EZH2 and SUZ12 possess a high affinity for RNA binding, whereas EED helps to increase RNA binding specificity to the complex [18].

Recently, a novel technique, Chromatin Isolation by RNA Purification (ChIRP), has provided a powerful method to map the location of lncRNAs genome-wide [19]. Using this technique, the lncRNA HOTAIR was shown to co-localize with the PRC2 complex and H3K27me3 genome-wide, supporting its functional role in tethering PRC2 to target genes. Similar techniques have been utilized to map the distribution of the lncRNA Xist, which also has a domain that recruits the PRC2 complex, along the X chromosome [20, 21]. Although these and other lncRNA species have been shown to deliver either “activating” or “silencing” histone modifications, it is not clear whether they can function coordinately to create bivalent domains.

The lncRNA steroid receptor RNA activator (SRA) can be recruited to DNA through interactions with proteins that bind either directly or indirectly to DNA [22]. For example, SRA has been shown to interact directly with ERα [23], which binds to specific DNA sequences, and to co-activate ERα target genes [24]. It also forms a complex with the DEAD box RNA helicase p68, which in turn interacts with the DNA binding protein MyoD [25]. We have reported previously that SRA and p68 form a complex with CTCF and are crucial for insulator function of CTCF at the *IGF2-H19* locus [26]. Furthermore, it has been shown that SRA can interact with EZH2 [27], suggesting that it might be involved in silencing functions associated with the PRC2 complex. In addition, SRA also interacts with HP1 gamma and LSD1 to repress progesterone receptor target genes [28]. In possible contradiction of that repressive function is the observation that knockdown of *SRA* in HeLa cells results in decreased expression of the majority of significantly changed genes [29].

In this study, we show that the lncRNA SRA is capable of binding TrxG and PRC2. Direct interaction with the complexes is specific for sense SRA as compared with the control, its anti-sense counterpart. SRA-p68 interaction strengthens recruitment of a TrxG complex but does not affect PRC2. We find that CTCF binding sites that are also occupied by SRA, are more likely to have bivalent marks. We also find that SRA/p68 associates with NANOG, a master transcription factor in pluripotent stem cells. These results show that SRA can associate with TrxG and PRC2 complexes to deliver either activating or repressive histone modifications, and that the choice can be modulated by proteins with which it associates. They also suggest a mechanism in which the bivalent state may be controlled at certain sites, including those occupied by NANOG, through recruitment of SRA and its associated histone modifying enzymes in pluripotent stem cells.

## Results

### SRA interacts with TrxG and PRC2 complexes

To confirm that SRA interacts with the RNA helicase p68 and CTCF [26], an RNA pull down assay was performed using nuclear extract from human pluripotent stem cells NTERA2 and *in vitro* transcribed biotinylated antisense SRA and sense SRA. Western blot analysis showed that sense SRA specifically recruits p68 and CTCF (Fig 1A and S1 Fig) supporting our previous report [26]. p72, another RNA helicase known to interact with SRA, was also pulled down by SRA. Next, to detect a possible association between SRA and TrxG and/or PRC2 in nuclear extract, the RNA pull down assay was employed to probe for WDR5 and EZH2 proteins, respectively. Both WDR5 and EZH2 were pulled down selectively by sense SRA suggesting that SRA interacts with TrxG and PRC2 complexes (Fig 1A). WDR5 is shared by several TrxG complexes: interaction with both MLL1 and MLL2 was detected in these pull down experiments (Fig 1A), as were related complexes containing histone methyltransferases SETD1A and SETD1B (S2 Fig). RNA immunoprecipitation experiment showed that SRA was retrieved by anti-WDR5 and anti-SUZ12, indicating an association between SRA and TrxG/PRC2 complexes *in vivo* (S3 Fig). An *in vitro* RNA pull down assay similarly revealed an interaction between SRA and either recombinant TrxG or PRC2 complexes indicating that the binding between SRA and the two epigenetic machineries is direct (Fig 1B). The selective properties of the SRA sense strand, in contrast to the antisense strand, are consistent with a specific interaction between the RNA and the two histone modifying complexes.

**Fig 1:**
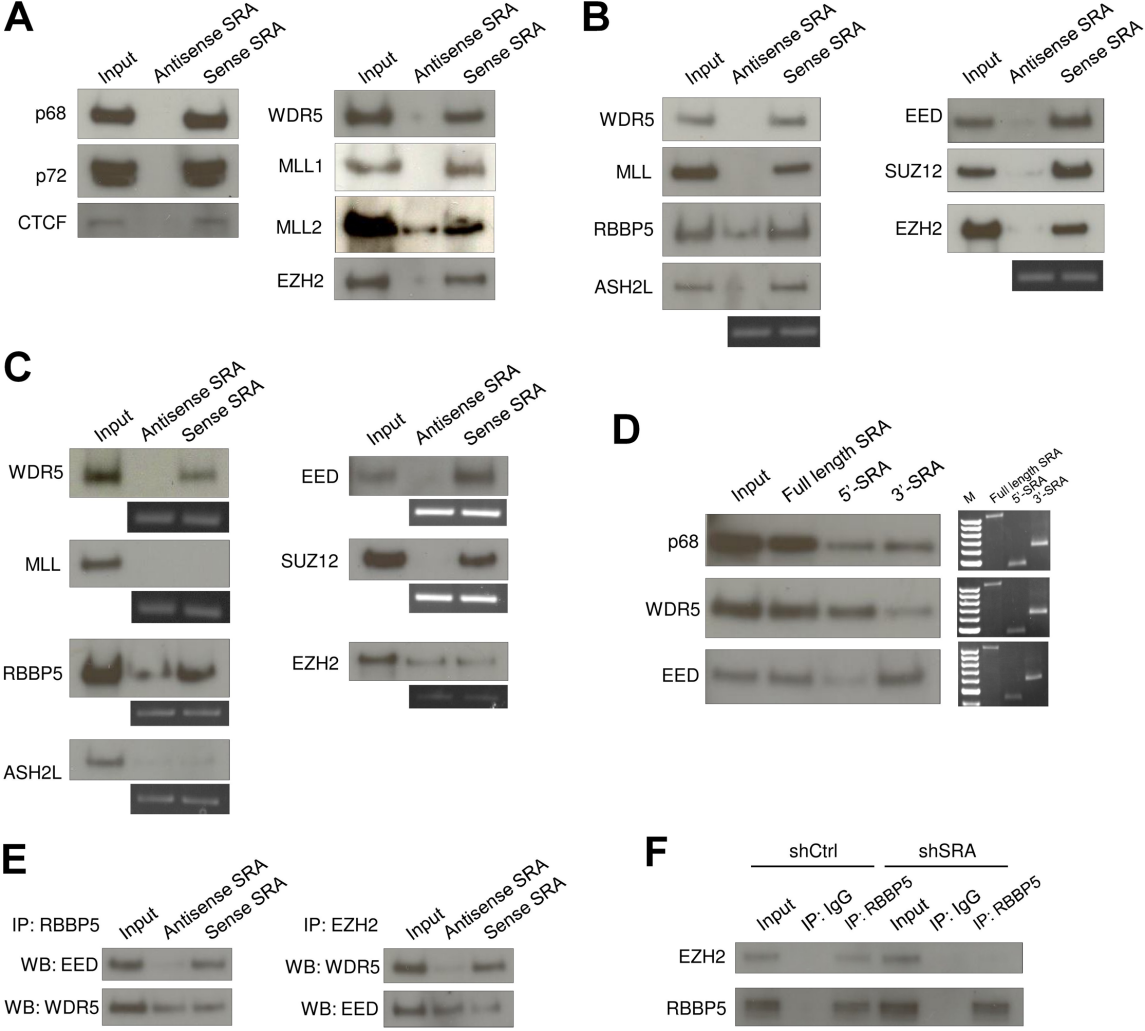
The lncRNA SRA directly interacts with TrxG and PRC2 complexes. (A) RNA pull down experiment using nuclear extract of human pluripotent stem cells NTERA2 followed by western blotting of indicated proteins. (B) Purified recombinant TrxG and PRC2 complexes were used for *in vitro* RNA pull down experiment and western blotting. Below: RT-PCR of antisense or sense SRA purified from *in vitro* pull down reactions. (C) The TrxG core component WDR5 and the PRC2 component EED and SUZ12 directly associate with SRA. Purified recombinant proteins were used for RNA pull down experiment and western blotting. (D) 5’ and 3’ domains of SRA are preferential binding regions for TrxG and PRC2 complexes, respectively. Right: RT-PCR of full length, 5’ and 3’ domains of SRA from pull down reactions; these three panels represent independent experiments and should not be compared. (E) SRA can tether TrxG and PRC2 complexes. Co-immunoprecipitation (Co-IP) was performed using purified TrxG and PRC2 complexes in the presence of antisense or sense SRA. Left: Co-IP using RBBP5 antibody. Right: Co-IP using EZH2 antibody. (F) SRA mediates interaction between TrxG and PRC2 *in vivo*. Co-IP was performed by using nuclear extract of scrambled RNA control and *SRA* knockdown NTERA2 cells. All experiments were performed as at least two independent replicates. The inputs were used at 10% of the samples.

To determine which components of TrxG and PRC2 mediate the interaction with SRA, individual recombinant proteins were used in the RNA pull down. Among major TrxG components, sense SRA specifically retrieved WDR5, whereas it pulled down both the EED and SUZ12 components of the PRC2 complex (Fig 1C). This result indicates that SRA interacts with TrxG through WDR5 and with PRC2 via EED and SUZ12. Purified EZH2, when not part of the PRC2 complex, shows no selective affinity for sense as compared to anti-sense SRA (Fig 1C). To a lesser extent this is true for RBBP5, which as an isolated component shows some binding to anti-sense SRA, unlike other members of the TrxG complex (Fig 1B). It is clear however that the full complexes, and most of their components, exhibit selective binding to sense SRA.

Domain mapping analysis, in which the 5’ or 3’ halves of the SRA molecule are separately tested for their ability to interact with TrxG and PRC2 complexes, suggests that the TrxG and PRC2 complexes preferentially bind to the 5’ and 3’ regions of SRA, respectively (Fig 1D and S4 Fig). We note that the secondary structure of SRA [30] harbors distinct domains that might be specialized to interact with the TrxG and PRC2 complexes. These observations raise the question whether SRA might simultaneously bind to both TrxG and PRC2, thereby in principle allowing for delivery of both activating and silencing marks. Co-immunoprecipitation experiments were performed using recombinant TrxG and PRC2 complexes in the presence of either antisense or sense SRA. Immunoprecipitation of RBBP5 resulted in an enrichment of EED when sense SRA was present in the reaction (Fig 1E). Similarly, immunoprecipitation of EZH2 led to an enrichment of WDR5 in the presence of sense, but not antisense SRA. These results indicate that TrxG, PRC2 and SRA are present in the same complex. However they do not distinguish between a complex in which a single SRA molecule binds both TrxG and PRC2, and, for example, a complex containing two or more SRA molecules, each separately carrying either TrxG or PRC2. Nonetheless, the experiment in Fig 1D suggests that the binding domains on SRA for each complex are largely independent of each other and should be capable of binding both complexes at once

To determine whether SRA displays the same bi-faceted binding properties *in vivo*, shRNA silencing of *SRA* was employed to deplete *SRA* expression in NTERA2 (S5 Fig). Immunoprecipitation of RBBP5 co-precipitated EZH2 in control knockdown cells (Fig 1F). However, this interaction of EZH2 and RBBP5 was reduced in *SRA* knockdown cells. This result is consistent with the *in vitro* interaction assay and suggests that SRA may be capable of delivering both activating and silencing histone modifications to sites where it is bound.

### p68 facilitates SRA and TrxG interaction

The lncRNA SRA and RNA DEAD box helicase p68 have been implicated as acting together in transcriptional regulation, yet their mechanism of action remains elusive. If SRA in the absence of other components can recruit both the TrxG and PRC2 complexes, what role does p68 play? We therefore sought to establish whether p68 might modulate SRA/TrxG/PRC2 interactions, altering the affinity of SRA for these complexes. An SRA pull down assay shows that the amount of interacting TrxG complexes is increased when p68 is present in the reaction (Fig 2A). This property of p68 to promote TrxG recruitment by SRA is not due to an interaction between p68 and TrxG, since p68 does not directly associate with TrxG complexes (S6 Fig). In contrast, the ability of SRA to pull down PRC2 complex is not altered by p68 (Fig 2A). We obtained similar results using the p68 homolog p72. To confirm *in vivo* the function of p68 in promoting SRA and TrxG interaction, RNA immunoprecipitation was carried out with an antibody recognizing RBBP5 after using shRNA to knock down p68 (S7 Fig). The result shows that enrichment of SRA bound to TrxG complex, but not to PRC2, was reduced in p68 knockdown cells (Figs 2B and S8). These results thus reveal a role of p68 in facilitating interaction between the lncRNA SRA and the activating epigenetic machinery of the TrxG complex.

**Fig 2:**
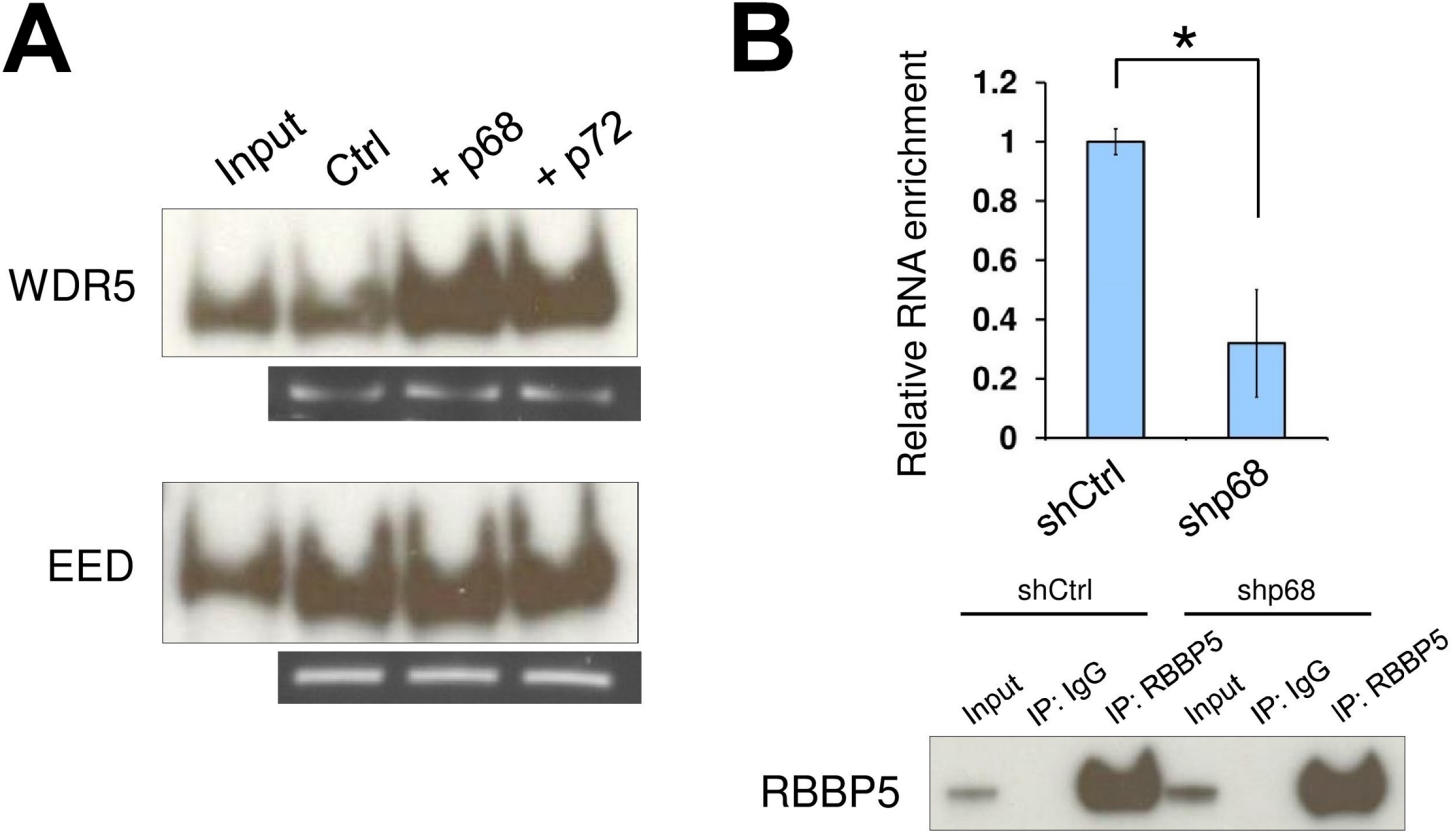
The RNA helicase p68 facilitates TrxG recruitment by SRA. (A) Interaction between TrxG complex and SRA is enhanced by either p68 or its highly conserved homologue p72. Purified recombinant TrxG and PRC2 complexes were used for *in vitro* RNA pull down experiments in the absence or presence of recombinant p68 and p72. (B) p68 promotes interaction between TrxG complex and SRA *in vivo*. RNA immunoprecipitation was performed using scramble and p68 knockdown NTERA2 cells. Upper: qPCR of SRA purified from immunoprecipitates using anti-rabbit RBBP5 antibody. Data are shown as mean±SD; n = 3. * *p* < 0.05. *p* value calculated with two-tailed Student’s *t* test. Lower: Western blot of immunoprecipitates using anti-mouse RBBP5 antibody. The inputs were used at 10% of the samples.

### SRA co-localizes with bivalent domains genome-wide

SRA interacts directly with TrxG and PRC2 complexes. The function of PRC2 involves methylation of histone H3 lysine 27. The TrxG complex carrying MLL2 is responsible for trimethylation of histone H3 lysine 4 in mouse embryonic stem cells [1, 2], particularly at bivalent sites. We therefore asked whether SRA might be present at bivalent domains. To this end, we utilized the ChIRP technique [19] to pull down the lncRNA SRA from chromatin of the human pluripotent stem cells NTERA2. 

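In ChIRP, biotinylated oligonucleotides complementary to an RNA are used to recover that RNA together with the chromatin around it, and the recovered DNA is sequenced. NTERA2 is a human embryonal carcinoma cell line with properties of pluripotent stem cells. Chromatin of 3 biological replicates was sequenced with single-end reads of 50 bp. The authors aligned the reads to hg19, removed duplicates and reads with a mapping quality under 20, and called peaks with MACS 1.4.2 at a p-value below 1e-04. They intersected the peak lists of the replicates and subtracted the peaks obtained with LacZ probes. The resulting list gives the chromosome, start and end of each SRA site, with no score, read count or replicate column. The read depth behind each site is therefore unknown, and no spread between replicates can be given. The number, width and spacing of the sites were computed from this list as deposited. Intervals given for shares of sites cover counting error only.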

Using next generation sequencing, we identified 7,899 SRA-binding sites genome-wide (see Methods). 

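The SRA list held 7899 sites, of which 1 lay on an unplaced contig and the others on chromosomes 1 to 21 and X. No sites of the list overlapped, and together they covered 21.3 Mb of hg19. The median width was 2227 bp, with quartiles of 1636 and 3272 bp, and the shortest site was 908 bp. The widest sites all lay on chromosome 1. They ran from 204301624 to 204315638 (14015 bp), from 33801903 to 33815234 (13332 bp) and from 232602483 to 232615738 (13256 bp). Genes at these positions are not named because an annotation of hg19 was not used here. SRA sites were often close to each other, with 48.1% of them having another SRA site within 10 kb. Placing every site at random within the span of its chromosome gave 14.4% on average (p = 0.001, one-sided permutation test, the smallest p that 1000 placements can give). Within 2 kb the share was 26.7%, against 5.82% for random placement, and within 50 kb it was 76.0%, against 44.4%. Random placement does not keep the uneven density of SRA sites along a chromosome, and no comparison that keeps it was run. The excess therefore cannot separate close grouping of sites from long regions rich in them. Joining sites within 10 kb of each other left 5453 groups. A group of 16 sites lay on chromosome 11 from 44859836 to 44929065, and another of 16 sites on chromosome 16 from 84536405 to 84601753. In all, 137 groups of at least 5 sites held 875 of the SRA sites.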

Comparing SRA with profiles of H3K4me3 and H3K27me3 in NTERA2 generated by the ENCODE project, we find that 1,570 and 735 sites representing 20% and 9.3% of total SRA binding sites possess respectively either the H3K4me3 or H3K27me3 modification exclusively (Fig 3A). Among SRA binding sites, 894 regions representing 11% have the bivalent domain signature (Fig 3A, 3D and S9 Fig). Taken together, about 40% of SRA sites carry at least one of these modifications. Of all bivalent domains we mapped, 8% are associated with SRA binding. Gene classification analysis reveals that SRA-bound regions are associated with differentiation and embryonic development genes (Fig 3B). This result is consistent with the observed interaction *in vitro* and *in vivo* between SRA and TrxG/PRC2 complexes, and with a role for SRA in targeting histone modifications, including bivalent modifications, in pluripotent stem cells.

**Fig 3:**
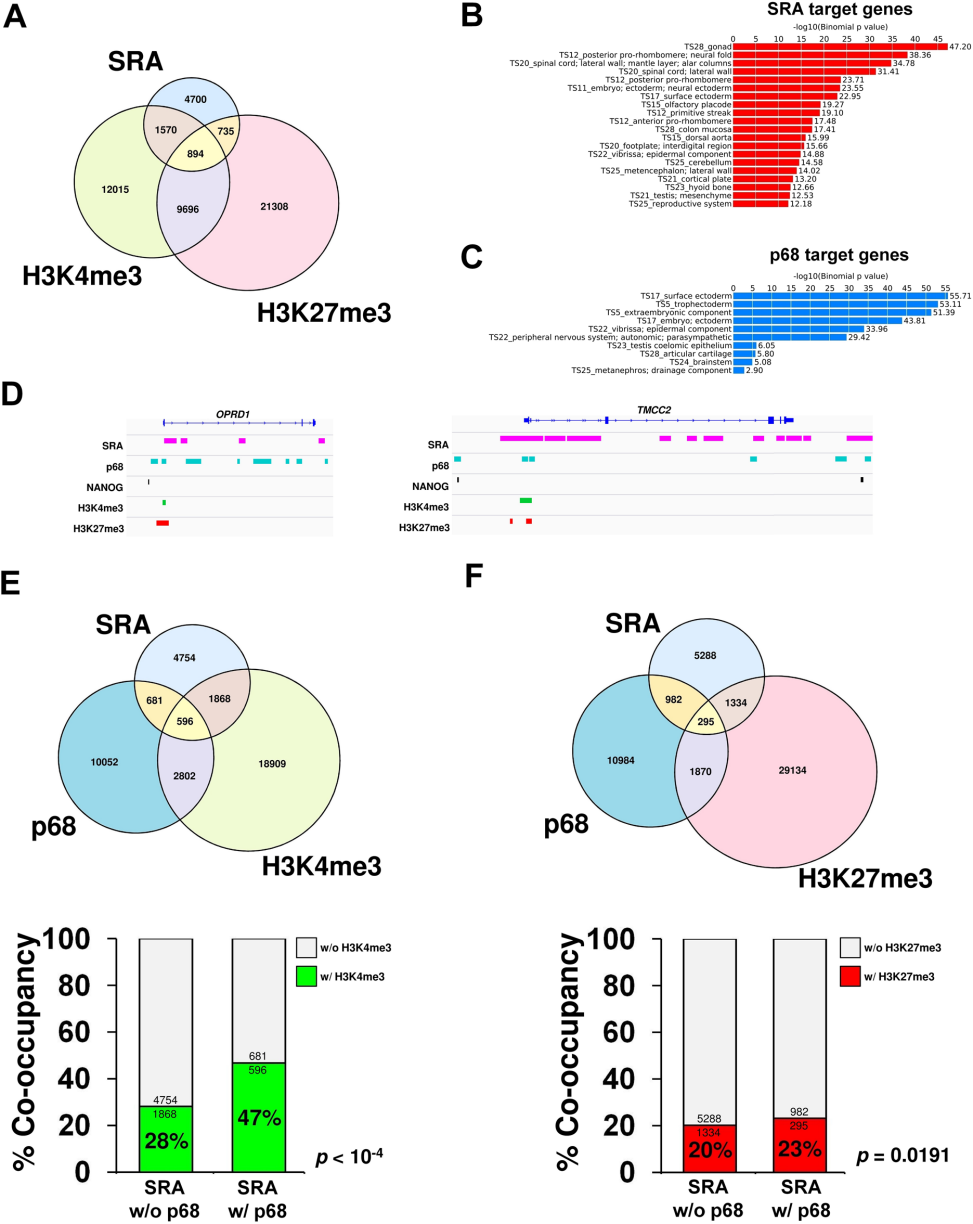
p68 and SRA colocalize at bivalent promoters in pluripotent stem cells. (A) Venn diagram of regions bound by SRA, H3K4me3 and H3K27me3 in human pluripotent stem cells NTERA2. ChIRP-seq analysis of SRA was performed, and the resulting SRA-binding sites were compared with regions in NTERA2 occupied by H3K4me3 and H3K27me3 from the ENCODE project. *Statistical analysis of the association between SRA*, *H3K4me3 and H3K27me3 using Fisher’s exact test*. *shows that the association of SRA with the two histone marks is statistically significant with p*-value < 10^−4^. (B and C) Categories of SRA- and p68-associated genes, respectively, were analyzed using GREAT based on MGI Expression. (D) Examples of ChIRP-seq and ChIP-seq gene tracks showing occupancy of SRA and p68 on two genes marked by bivalent modification, which are also associated with NANOG. Publicly available data for H3K4me3, H3K27me3 and NANOG ChIP-seq were derived from the ENCODE project. (E and F) Genome-wide p68-binding sites were compared with SRA and H3K4me3 (E) or H3K27me3 (F). Lower; Percentage of co-occupancy of H3K4me3 (E) and H3K27me3 (F) at SRA binding sites without or with p68 occupancy. *p* values were calculated by Fisher’s exact test.

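Seen from the p68 list, 926 of the 14131 p68 sites had an SRA site within 500 bp of their edges. This is 6.55% of p68 sites (95% Wilson interval 6.16 to 6.97%). Requiring an overlap of at least 1 bp left 719 p68 sites (5.09%). The whole p68 site lay inside the SRA site in 104 of the overlapping pairs. Over all pairs that overlapped, a median of 34.4% of the p68 site was shared. The lists of H3K4me3 and H3K27me3 regions in these panels were not analysed here.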

Because p68 facilitates interaction between SRA and WDR5 containing complexes, we asked whether sites of H3K4me3 modification might be enriched at genomic regions occupied by both SRA and p68 relative to those occupied by SRA alone. 

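The RNA helicase p68, encoded by DDX5, was mapped in NTERA2 by ChIP-seq with an antibody against p68, again in 3 biological replicates. The authors filtered the reads as for SRA, called peaks at the stricter p-value of 1e-05 and intersected the lists of the replicates. Subtraction of LacZ sites applied only to SRA. The list that resulted has the same form as the SRA list, so that depth and replicate spread are unknown for p68 as well. It held 14131 p68 sites, 9 of them on unplaced contigs, and covered 20.5 Mb. The p68 sites were narrower than the SRA sites, with a median width of 1185 bp and quartiles of 945 and 1643 bp. Since the lists were called at different thresholds, the number of sites in them is not a measure of how much DNA each factor occupies. The widest p68 sites lay on chromosome 12 from 32445823 to 32458348 (12526 bp), on chromosome 1 from 31553446 to 31565338 (11893 bp) and on chromosome 12 from 31523734 to 31535269 (11536 bp). None of these 3 had an SRA site within 500 bp. Within 10 kb, 37.9% of p68 sites had another p68 site, against 15.4% when sites were placed at random (p = 0.001, one-sided permutation test with 1000 placements). Regional density was not kept in this comparison either.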

Chromatin immunoprecipitation (ChIP) sequencing of p68 in NTERA2 identified 14,131 binding sites genome wide; functions of many associated genes are involved in embryonic development (Fig 3C). It is obvious from our data that many sites of H3K4 or H3K27 methylation are associated neither with p68 nor SRA, consistent with the existence of multiple mechanisms for delivering those modifications. However if we focus on the role of SRA and its interaction with p68, we find that 16% of SRA binding sites are also occupied by p68 (Fig 3D–3F and S10 Fig). Furthermore 21% of SRA/p68 binding sites are located at bivalent sites that harbor both H3K4me3 and H3K27me3 marks (S11 Fig). 

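Methods gives a distance of 500 bp between peaks without naming the points measured, and the edges of the sites were used here. With this distance, 917 of the 7899 SRA sites had a p68 site, which is 11.6% (95% Wilson interval 10.9 to 12.3%). Shifting the p68 sites of each chromosome together by a random offset, which keeps their widths and spacing, gave 310.5 such SRA sites on average (95% range 231 to 417). The observed number was 2.95 times that mean (p = 1e-05, one-sided permutation test, the smallest p that 100000 shifts can give). Both kinds of sites crowd into the same regions. A comparison that keeps this crowding over regions of about 1 Mb, but not over finer ones, gave a smaller excess. With each p68 site moved by 100 kb to 1 Mb, 613.3 SRA sites had a p68 site on average (95% range 568 to 661), so that the observed number was 1.50 times as high. Moves of 10 kb to 50 kb gave 688.3 (95% range 647 to 731), which lowered the excess to 1.33 times. The share was moved most by asking that at least 50% of the SRA site be covered by p68 sites, which 45 SRA sites (0.570%) met. The p68 sites were narrower than the SRA sites (median 1185 bp against 2227 bp), which makes this rule hard to meet. No value by chance was computed for it. The excess also depended on measuring from the edges of the sites. Midpoints at most 500 bp apart were found for 56 SRA sites, against 62.5 on average in shifted lists, or 0.90 times that mean (p = 0.72, one-sided permutation test with 10000 shifts). Lists with p68 sites moved by 100 kb to 1 Mb gave 122.2 on average (95% range 100 to 143). The observed number was 0.46 times that mean and below the range. The midpoints of p68 sites were most frequent just outside SRA sites. In the first 500 bp outside SRA sites there were 51.9 p68 midpoints per Mb (95% exact interval 46.9 to 57.3), while inside SRA sites there were 10.8 per Mb (9.49 to 12.3). Between 10 kb and 50 kb away the density was 13.2 per Mb (12.8 to 13.6). Where the sites overlapped, in 773 pairs, the median overlap was 461 bp. The paper takes the sites with both SRA and p68 as the set in which to compare H3K4me3 and H3K27me3 with SRA sites lacking p68 (Fig 3E and 3F), and the lists of these marks were not analysed here.

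**Figure D1:**
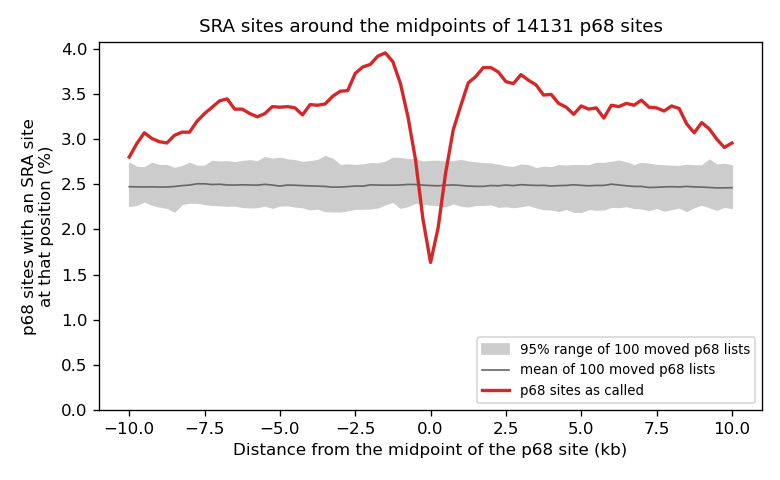
Share of the 14131 p68 sites (y axis, percent) that have an SRA site at a given distance from the p68 midpoint (x axis, kb). The red line gives the p68 sites as called, the grey line and band the mean and 95% range of 100 lists in which each p68 site was moved by 100 kb to 1 Mb. The observed share is 1.64% at the midpoint, below the mean of 2.49% for moved lists, and is highest at 3.96%, 1500 bp to the left of the midpoint, while the highest share on the right is 3.79%.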

Interestingly, we observe a significant 19% (47% versus 28%) increase (*p*-value < 10^−4^, Fisher’s exact test) in sites carrying the H3K4me3 modification at genomic regions occupied by both SRA and p68 compared with those occupied by SRA but lacking p68 (Fig 3E). To investigate whether p68 facilitates modification of H3K4me3, we performed ChIP-PCR of the histone mark at selected p68-bound genes upon silencing of p68. Depletion of p68 led to a decrease in H3K4me3 occupancy at half of the p68-bound genes we examined (S12 Fig). On the other hand, the presence of p68 at SRA binding sites has an insignificant effect on the extent of H3K27me3 modification (23% versus 20%) (Fig 3F). The genome-wide accumulation of H3K4me3 at p68-associated SRA binding sites thus suggests a role *in vivo* for p68 in facilitating SRA mediated H3K4 methylation, consistent with our observations *in vitro* that p68 stabilizes SRA-TrxG interaction.

### SRA interacts with the pluripotency-associated transcription factor NANOG

We have previously shown that CTCF, a DNA binding protein, interacts with p68/SRA in nuclear extracts, and that p68 binding is essential to CTCF dependent insulator function at the human *IGF2/H19* imprinted locus [26]. However unlike the interactions of SRA with TrxG or PRC2, the interaction between CTCF and p68/SRA is indirect (S13 Fig). Analysis of SRA ChIRP data from the pluripotent stem cells NTERA2 cells shows that not all CTCF sites are associated with SRA. Nonetheless, recruitment of SRA by CTCF increases the probability that the site will also be bivalent: 14.3% of sites occupied by both CTCF and SRA also carry bivalent marks, whereas only 7.3% of CTCF sites not associated with SRA are bivalent (S14 Fig, *p*-value < 10^−4^). The presence of SRA at CTCF binding sites thus correlates with the presence of bivalent domains.

We next asked whether the core transcription factors NANOG, OCT4 and SOX2, which have been shown to occupy sites at bivalent genes in human pluripotent stem cells [31, 32], might interact with SRA as a means to recruit the lncRNA to their target genes. RNA pull down experiments using either nuclear extract or recombinant proteins reveal a direct association between SRA and NANOG, but our data do provide evidence for such association of OCT4 or SOX2 (Fig 4A and 4B). Further, co-immunoprecipitation of p68 and NANOG in the presence of sense or antisense SRA shows that SRA facilitates specific complex formation between p68 and NANOG (Fig 4C). Using a publicly available ENCODE database of NANOG ChIP-seq in human embryonic stem cells, we find that 16% of SRA binding sites detected in NTERA2 cells overlap with NANOG (S15 Fig). Unlike for CTCF, we do not find a correlation between SRA co-localization with NANOG and the abundance of bivalent domains. However, 16.5% of NANOG-SRA binding sites also show bivalent association (S16 Fig). At NANOG-SRA binding sites, the H3K4me3 mark associates with 75% of regions when p68 is present (NANOG/SRA/p68/K4Me3 vs all NANOG/SRA/p68) compared with 51% of this modification at these regions without p68 (NANOG/SRA/K4Me3 no p68 vs all NANOG/SRA no p68) (S16B Fig, *p*-value < 10^−4^). In contrast, a 5% reduction of H3K27me3 co-occupancy is observed for NANOG-SRA binding sites when p68 is present (S16C Fig). Thus, similar to the above observation for all SRA associated sites, the presence of p68 at NANOG-SRA binding sites appears to facilitate the establishment of H3K4 methylation.

**Fig 4:**
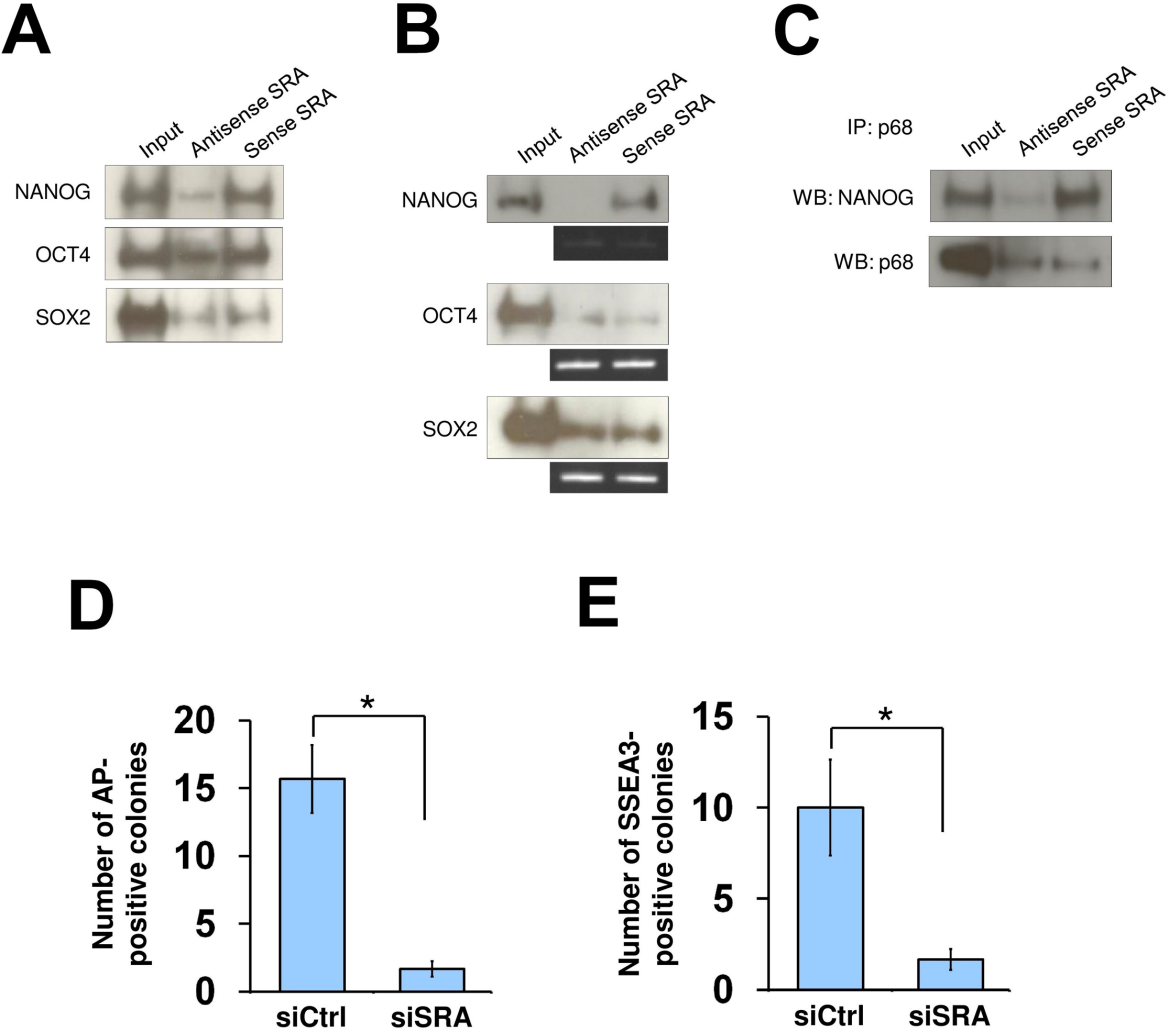
SRA directly interacts with NANOG and is important for reprogramming of iPS cells. (A) RNA pull down using nuclear extract of human pluripotent stem cells NTERA2, followed by western blot analysis of indicated proteins. (B) NANOG interacts with sense SRA. Recombinant proteins were used for RNA pull down experiment and western blotting. (C) SRA forms a complex with NANOG and p68. Co-IP was performed using recombinant NANOG and p68 in the presence of antisense or sense SRA. All experiments were performed as at least two independent replicates. The inputs were used at 10% of the samples. (D and E) SRA facilitates reprogramming of iPS cells. Human fibroblasts were transfected with a plasmid over-expressing the reprogramming factors OCT4, SOX2, c-MYC and KLF4 without or with *SRA* silencing. At day 30 cells were stained for alkaline phosphatase (AP) (D) or SSEA3 (E). Data are shown as mean±SD; n = 3. * *p* < 0.05. *p* value calculated with two-tailed Student’s *t* test.

As the TrxG and PRC2 complexes are important for reprogramming of somatic cells toward induced pluripotent stem cells [4, 33, 34], we tested whether SRA is also important for this process. Human fibroblasts were transfected with a plasmid encoding OCT4, SOX2, c-MYC and KLF4, and were grown under feeder-free human pluripotent stem cell conditions for 30 days. We find that, when *SRA* expression is depleted, the numbers of alkaline phosphatase and SSEA3 positive colonies are reduced (Fig 4D and 4E). This observation suggests that, similar to TrxG and PRC2 complexes, SRA is a crucial factor for the reprogramming of fibroblasts toward induced pluripotent stem cells. Additionally, we find that silencing of *SRA* leads to a decrease in number of cells expressing the pluripotent stem cell marker SSEA3, while the number of cells expressing the differentiation marker A2B5 is increased (S17 Fig). This result indicates that SRA is important for maintaining the stem cell state. However, because silencing of SRA results in a decrease in self-renewal, we are unable to carry out experiments to study the effects of SRA depletion on histone modifications while maintaining the stem cell identity of NTERA2 cells.

## Discussion

The enzymatic mechanisms and cofactors underlying H3K4 and K27 trimethylation have been well characterized. However, little is known about mechanisms that could selectively generate a bivalent domain, which carries both kinds of methylation marks. In the present study, we have identified SRA as a lncRNA interacting with both the TrxG and PRC2 complexes. As discussed in the Introduction, several lncRNAs have been shown to bind either to TrxG or PRC2 [12, 13, 15–17]. To date, the only lncRNA known to interact with both TrxG and PRC2 is Fendrr [35]. However, it is not known whether the interaction between Fendrr and the two histone modifying complexes is direct, or whether Fendrr can deliver those complexes simultaneously. In NTERA2 cells, 11% of SRA-binding sites genome-wide overlap with bivalent domains, and another 29% are associated with sites carrying either H3K4me3 or H3K27me3. This suggests that, depending upon the site, SRA can deliver either or both of these modifications, in the latter case consistent with the presence of a bivalent mark.

Although SRA possesses a potential to interact with both TrxG and PRC2, 20% of SRA-binding sites are occupied by H3K4me3 but not H3K27me3, whereas only 9% of SRA-binding sites are marked by H3K27me3 but not H3K4me3. Our finding therefore supports a preferred role of SRA as a transcriptional co-activator [29]. SRA frequently functions with p68 as a complex that can in turn interact with a variety of DNA-binding transcription factors such as MyoD. But as shown here for SRA-NANOG, SRA in some cases does not require the assistance of p68. Our data nonetheless show that the presence of p68 enhances interaction between SRA and the TrxG complex in experiments carried out either with purified components or with nuclear extracts (Fig 2). The role of p68 in increasing SRA-TrxG interaction is analagous to that of ATRX, which increases interaction between Xist and PRC2 [36]. Consistent with these observations, the presence of p68 at SRA sites in NTERA2 cells *in vivo* increases the co-occupancy between SRA and H3K4me3 from 29% to 52% (Fig 3E). These findings reveal the mutual relationship between p68 and SRA in transcriptional activation.

Many DNA-binding transcription factors have been reported to interact with SRA, either directly or indirectly [22]. Our study shows that SRA directly interacts with the homeodomain transcription factor NANOG, which occupies regulatory elements of many genes associated with bivalent domains in human pluripotent stem cells [31, 32]. We find that SRA and NANOG share binding sites genome-wide. NANOG is a key transcription factor required for self-renewal of human and mouse embryonic stem cells [37–39] and for establishment of pluripotency [40]. Similar to the latter function of NANOG, TrxG and PRC2 complexes are also important for reprogramming of the pluripotent state [4, 33, 34]. Our results suggest that NANOG recruits SRA and its associated TrxG and PRC2 complexes as part of the mechanism for establishing the pluripotency of induced pluripotent stem cells, and at least in some cases plays a role in establishing and/or maintaining bivalent domains (see model in S18 Fig). 

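Of the 7899 SRA sites, 7898 were placed on 22 chromosomes, in very different numbers. Chromosome 1 held 2388 SRA sites (30.2%) and chromosome 16 held 1046 (13.2%). With chromosomes 2 and 11, which held 621 and 596, these 4 chromosomes carried 58.9% of SRA sites and 39.6% of p68 sites. On 10 chromosomes there were fewer than 100 SRA sites each. They carried 146 SRA sites together (1.85%), while the p68 list had 1683 sites there (11.9%). Chromosome 6 held 4 SRA sites and 220 p68 sites, chromosome 18 held 1 and 110, and chromosome 22 held none and 139. Because neighbouring sites are not independent, chromosomes were compared by groups of sites, with sites within 10 kb of each other counted once. This removes only part of the dependence, since 76.0% of SRA sites had another SRA site within 50 kb. The exact tests treat groups from 1 list per assay as independent, so their p-values may be far too small. The share of SRA groups differed from that on the remaining chromosomes in 19 of 24 chromosomes at an adjusted p-value under 0.05 (Fisher's exact test on SRA and p68 groups, two-sided, with Benjamini-Hochberg adjustment over the 24). Chromosome 1 had more SRA groups than the p68 groups would give (1391 against 1668 p68 groups, adjusted p = 9.2e-49 from the same exact test), and chromosome 6 had fewer (4 against 212, adjusted p = 1.1e-31). Chromosome 2 was not distinguishable from the others (517 against 1030, adjusted p = 0.76, exact test). Divided into windows of 10 Mb, 129 of 322 windows held no SRA site, and the same windows held 2046 p68 sites. In 18 of the 129 the p68 list had no site either, so those are not places where only SRA is lacking. Because the authors intersected the replicates, a stretch is also empty when its sites were missing from a single replicate, and the lists of single replicates were not analysed here.

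**Figure D2:**
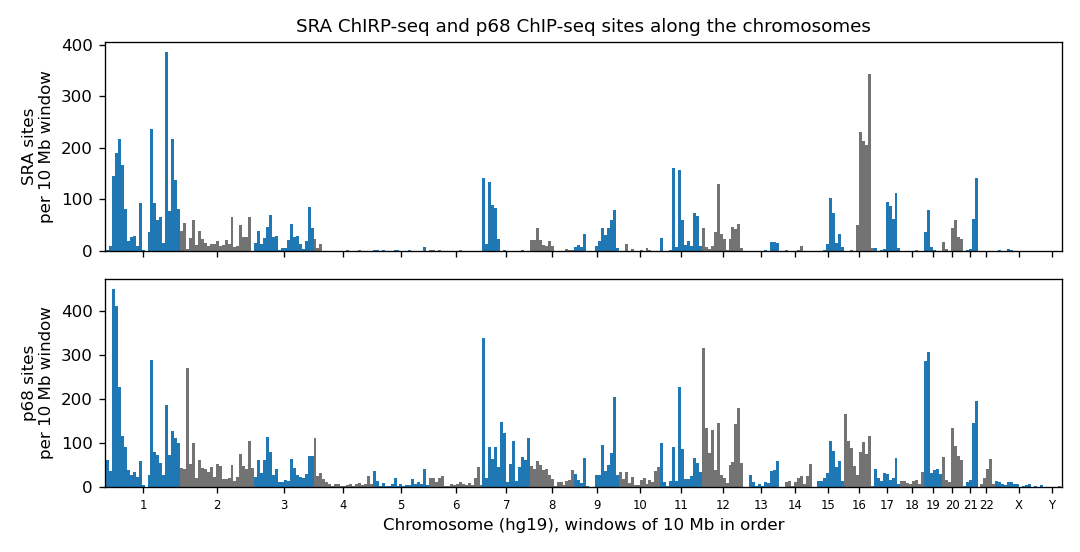
Number of SRA sites (upper panel) and p68 sites (lower panel) in each window of 10 Mb, in order along chromosomes 1 to 22, X and Y of hg19, with alternating colours marking successive chromosomes. The SRA panel is nearly empty over chromosomes 5, 6, 10, 18 and 22, where the p68 panel shows sites.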

Our results also show that SRA localization sites are widespread in the genome, and that they are likely to be involved at those sites in delivery of both activating and silencing histone modifications. The SRA/TrxG/PRC2 complexes can be recruited directly or indirectly to binding sites on DNA through interaction with a variety of transcription factors, only some of which have so far been identified. CTCF is a ubiquitous factor that appears to contribute to establishment of bivalent states at sites where SRA is also present. In addition to recruiting both MLL1 and MLL2, which trimethylate H3K4, SRA recruits both SETD1A and SETD1B, raising the possibility that it may mediate histone H3 monomethylation as well as trimethylation. Many other factors (such as MyoD and NANOG) are lineage specific; it will be important to investigate in other cell types the interaction of the SRA/TrxG/PRC2 complexes with lineage specific transcription factors, and their role in establishing patterns of histone modification important for regulation of gene expression.

## Materials and Methods

### Plasmid constructs

A plasmid containing SRA sequence (BC067895.1) was purchased from Open Biosystems. The SRA coding sequence was subcloned into pLITMUS28i (New England Biolabs) for *in vitro* transcription (see below). The following plasmids were used for in *vitro* transcription/translation: pSG5-MYC encoding p68 and p72 (gift from Prof. Frances V. Fuller-Pace, University of Dundee, UK); pcDNA3.1-NANOG (Addgene).

### Antibodies

See S1 Table for the list of antibodies used in this study.

### Cell culture and transfection

Human pluripotent stem cell line NTERA2 was grown in DMEM supplemented with 10% FBS (Gibco) at 37°C under a humidified atmosphere of 5% CO_2_ in air. At confluent, cells were passaged every three days using 0.25% trypsin (Gibco). For establishment of NTERA2 stable knockdown cell lines, the plasmids pMLP-shRNA targeting SRA, p68 or scramble control (transOMIC) were linearized by *Nde*I and transfected into 1x10^6^ cells using nucleofector (Amaxa) according to manufacturer’s protocol. Cells were immediately grown in DMEM-F12 plus 10% FBS. On day 3, stable cell lines were selected using puromycin at 3 μg/ml final concentration.

### RNA pull down

RNA pull down experiments were performed as previously described [41]. First, DNA fragments encoding full length, 5’ and 3’ domains of lncRNA SRA were cloned into pLITMUS28i (New England Biolabs), and the DNA sequence was confirmed by sequencing. To generate antisense or sense SRA transcripts, the plasmid containing full length SRA was linearized by *Stu*I or *Bgl*I, respectively. Biotinylated SRA was *in vitro* transcribed using HiScribe T7 *In Vitro* transcription kit (New England Biolabs) in the presence of biotin-14-CTP (Invitrogen) according to the instruction manuals. Transcribed RNA products were DNase-treated (Ambion), purified by ethanol precipitation and verified by northern blotting.

For RNA pull downs using nuclear extract, 3 μg of *in vitro* transcribed RNA was prepared in RNA structure buffer (Tris-Cl pH 7.5, 0.1 M KCl, 10 mM MgCl_2_) and incubated at 78°C for 3 min. The RNA was then gradually cooled down to 37°C. Five hundred micrograms of NTERA2 nuclear extract, prepared using NE-PER Nuclear Protein Extraction Kit (Pierce), was mixed with the RNA in immunoprecipitation buffer (PBS plus 0.1% Triton X-100, 1 mM DTT, protease inhibitor cocktail, PMSF, 80 U RNase inhibitor) in a total volume of 500 μL. The reaction was incubated for 4 hr at 4°C with rotation. MyOne Streptavidin C1 beads were prepared according to manufacturer’s recommendation, and used at 50 μL per sample. The RNA-beads complex was further incubated overnight. Beads were washed five times with immunoprecipitation buffer and boiled with 50 μL of SDS loading buffer. Twenty microliters was loaded onto Novex precast gel (Invitrogen). For RNA pull down using recombinant proteins, 0.3 μg of RNA was used per pull down reaction with 3 μg of protein complex or 1 μg of individual protein. TrxG and PRC2 complexes were purchased from BPS Bioscience and Cayman Chemical. NANOG, OCT4 and SOX2 were purchased from Fitzgerald Industries International. The RNA helicases p68 and p72 were *in vitro* translated using the TNT Coupled Reticulocyte Lysate System (Promega). A plasmid encoding luminescence protein was used as negative control (Promega). Recombinant NANOG was also produced by *in vitro* translation using a Wheat Germ System (Promega). All *in vitro* translated proteins were verified by western blotting. Ten microliters of translated protein product was used per RNA pull down reaction.

### Co-immunoprecipitation

For *in vitro* co-immunoprecipitation in the presence of antisense or sense SRA, the RNAs were transcribed without Biotin-14-CTP. Three micrograms of TrxG and PRC2 complexes or 10 μL of *in vitro* translated p68 and NANOG were used for co-immunoprecipitation in 200 μL of immunoprecipitation buffer. Antibodies for immunoprecipitation were used at 3 μg including mouse anti-RBBP5 (MABE220, Upstate), mouse anti-EZH2 (MA5-15101, Thermo Scientific) and rabbit anti-DDX5 (A300-523A, Bethyl Laboratories).

For co-immunoprecipitation using nuclear extract, 500 μg of NTERA2 nuclear extract was mixed with 3 μg of relevant antibodies in a total of 500 μL of immunoprecipitation buffer. The reaction was incubated for 4 hr at 4°C with rotation. Protein A and protein G conjugated magnetic beads were prepared according to manufacturer’s recommendation (Invitrogen), and used at 50 μL per sample. The complex was then further incubated overnight. Beads were washed five times with immunoprecipitation buffer and boiled with 50 μL of SDS loading buffer. Twenty microliters was loaded onto Novex precast gel (Invitrogen).

### RNA extraction and quantitative PCR

RNA was extracted using TRIzol reagent (Invitrogen) and DNase-treated (DNA-free kit, Ambion). Complementary DNA synthesis was performed with 1 μg RNA using a Maxima First Strand cDNA Synthesis Kit (Thermo Scientific). qPCR was carried on by using Power SYBR Green PCR Master Mix (Applied Biosystems) in a total volume of 20 μl each well with 7900HT real-time PCR system (Applied Biosystems). Gene expression was normalized by expression level of *ACTB*. Primer sequences are available upon request.

### RNA immunoprecipitation

Twenty million cells were fixed with 1% formaldehyde in PBS for 10 min at room temperature. The fixation was quenched by adding glycine at 125 mM final concentration and incubated further for 5 min. Cells were washed and collected by centrifugation at 1500 rpm for 5 min. Nuclear extract was prepared by using NE-PER Nuclear Protein Extraction Kit (Pierce). Three micrograms of antibody was added to 500 μg of the nuclear extract in immunoprecipitation buffer (PBS, 1 mM DTT, protease inhibitor cocktail, PMSF, 80 U RNase inhibitor) in a total volume of 500 μL. The complex was incubated at 4°C for 4 hr. Protein A and protein G conjugated magnetic beads were used at 50 μL per sample. The complex was then further incubated overnight. Beads were washed five times and resuspended in 100 μL proteinase K buffer (10 mM Tris-Cl pH 7.5, 100 mM NaCl, 1 mM EDTA, 0.5% SDS) with 5 μL proteinase K (New England Biolabs). Samples were incubated at 50°C for 45 min with shaking, and boiled at 95°C for 10 min. Samples were mixed with 500 μL Qiazol by vigorous vortexing, and were incubated at room temperature for 10 min. RNA extraction was then performed using miRNeasy mini kit (Qiagen). qPCR was employed to detect RNA binding.

### Chromatin immunoprecipitation

ChIP was performed according to the manufacturer’s instruction (Active Motif). Briefly, 2 x 10^7^ cells were fixed with 1% formaldehyde in PBS for 10 min at room temperature. The fixation was then quenched by adding glycine. Cells were washed and collected by centrifugation at 1500 rpm for 5 min. Nuclei were sonicated twice using Bioruptor (Diagenode) at maximum power, 30 sec ON and 30 sec OFF for 7.5 min to obtain chromatin fragments ranging from 200–1000 bp. Fifty micrograms of sheared chromatin was used per IP with 3 μg antibody. Retrieved DNA fragments were purified by QIAquick PCR Purification Kit (Qiagen) or ethanol precipitation. Primer sequences for ChIP are listed in S2 Table.

### Chromatin isolation by RNA purification (ChIRP)

ChIRP analysis was performed according to published protocols with minor modifications based on ChIRP and Capture Hybridization Analysis of RNA Targets (CHART) techniques [19, 42, 43]. Briefly, 3x10^7^ cells were fixed with 1% glutaraldehyde for 10 min at room temperature with shaking. The fixation was stopped by adding glycine. Crosslinked cells were washed with PBS, and resuspended in 1 ml swelling buffer (25 mM HEPES pH 7.3, 10 mM KCl, 0.1% NP-40, 1 mM DTT, PMSF). Samples were incubated at 4°C for 30 min with shaking, and were collected by centrifugation. The pellet was resuspended with 350 μL of ChIRP lysis buffer, and was sonicated using Bioruptor (Diagenode) at maximum power, 30 sec ON and 30 sec OFF for 7.5 min of 6 cycles to obtain chromatin fragments ranging from 100–1000 bp. Sheared chromatin was then collected by centrifugation. Two hundred micrograms of sheared chromatin sample was pre-cleared for 1 hour using 100 μL of Ultralink-streptavidin beads (Pierce) at room temperature with shaking. The sample was then centrifuged, and supernatant was collected. The pre-cleared chromatin was used per hybridization reaction with 10 μL of 100 μM pooled 3’ Biotin TEG oligonucleotide probes (Integrated DNA Technologies). SRA probes were designed to cover SRA transcript at nucleotide position 124 to 1473 (accession number NR_045587.1) (See S3 Table for the probe sequences). 

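The probe table lists 29 oligonucleotides against SRA, each 20 nt long. Their GC content ran from 35% to 70%, with a median of 50%. The stretch they were designed against is 1350 nt long, so the 580 bases of the probes amount to 43.0% of it, or a probe for every 46.6 nt on average. A genome sequence of hg19 was not used here, and matches of the probes to the SRA sites were therefore not counted.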

LacZ probes were employed as negative control [19]. The sample and the probes were hybridized at 37°C for 4 hours with shaking. Once the hybridization was completed, 100 μL of C-1 magnetic beads (Invitrogen) was mixed with the sample to pull down the biotinylated probes. DNA was eluted in the presence of 12.5 mM D-Biotin (Invitrogen). DNA was ethanol precipitated and subjected to library preparation.

### Library preparation for ChIP sequencing

Library preparation was performed using TruSeq ChIP Sample Preparation Kit (Illumina) or MicroPlex Library Preparation Kit (Diagenode) according to manufacturer’s instruction. Three biological triplicates were used for ChIRP-seq and ChIP-seq. Briefly, 5–10 ng of DNA starting material, which was quantified by Qubit (Invitrogen), was used for each biological sample. The DNA was end-repaired, 3’ adenylated, and ligated with adapters. Then the ligated DNA was size-selected to obtain DNA fragments at 250–300 bp by agarose gel electrophoresis. The purified DNA was amplified to enrich the library. The final PCR product was purified by Agencourt AMPure XP beads (Beckman Coulter) and was submitted to the NIDDK Genomic Core Facility for high-throughput sequencing using Illumina HiSeq2500. The sequencing was performed with the run type of single-end, 50 bp read. Data were aligned against the human genome version human_hg19, and were exported into BAM file format.

### Data analysis

Aligned reads of SRA ChIRP-seq and p68 ChIP-seq were filtered with SAMTools program to remove duplicates and tags with a map quality score less than 20 [44]. MACS version 1.4.2 was used for peak calling with a threshold of *p-*value less than 10^−5^ for p68 and 10^−4^ for SRA [45]. The resulting BED files from each of biological triplicate samples were intersected using the Bioconductor package ChIPpeakAnno [46]. For SRA ChIRP-seq analysis, the SRA probe dataset was further subtracted against a LacZ probe dataset using bedtools [47]. The dataset was further screened for possible homologies with the RNA probes used in the analysis. No significant number of sequences was found with zero, one or two mismatches. Intersection between any of SRA, p68, NANOG and CTCF was performed with maximum distance of 500 bp between peaks. 

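How many SRA sites count as shared with p68 rises steadily with the distance allowed. An overlap of at least 1 bp was found for 708 SRA sites (8.96%). A gap of up to 1000 bp gave 1041 SRA sites (13.2%), a gap of up to 2000 bp gave 1277 (16.2%) and a gap of up to 5000 bp gave 1910 (24.2%). Lists in which each p68 site was moved by 100 kb to 1 Mb rose as well, from 6.41% for overlap to 9.12%, 11.6% and 18.5% at the same gaps (means of 100 lists). Circular shifts of the p68 sites within each chromosome gave 3.17%, 4.50%, 5.73% and 9.05% (means of 200 shifts).

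**Figure D3:**
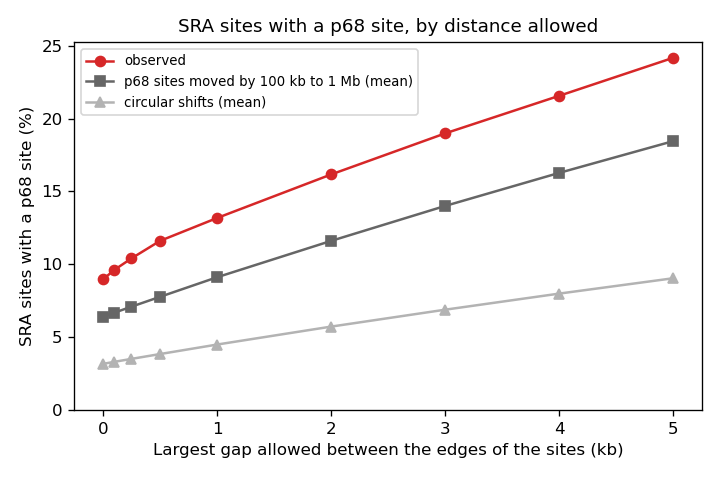
Percent of the 7899 SRA sites with a p68 site (y axis) against the largest gap allowed between the edges of the sites (x axis, kb). Circles give the observed lists, squares the mean of lists with p68 sites moved by 100 kb to 1 Mb and triangles the mean of circular shifts. The observed share lies above both at every distance, rising from 8.96% to 24.2%.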

For the binding comparison between the above factors and H3K4me3 and H3K27me3, a distance less than 2 kb was allowed. BED files were visualized and exported using IGV [48]. H3K4me3 and H3K27me3 ChIP-seq data were taken from the ENCODE project of NTERA2 cells. NANOG and CTCF ChIP-seq data were taken from the ENCODE project of human embryonic stem cells H1. Gene classification analysis was performed using GREAT [49]. The Fishers Exact test to measure peak enrichment was taken from the Fisher’s exact function from the R package for statistical computing [50]. SRA ChIRP- and p68 ChIP-Sequencing data were submitted to GEO Datasets under accession number GSE58641.

### Induction of pluripotent stem cells

Human fibroblast cell line WI-38 at 1x10^6^ cells were transfected with a single plasmid encoding the four reprogramming factors OCT4, SOX2, c-MYC and KLF4 [51] using Nucleofector with scrambled siRNA or ON-TARGETplus siRNA targeting *SRA* (Dharmacon). Transfected fibroblasts were plated in six-well plates under Essential 8 medium (Invitrogen). The siRNA knockdown was also performed consecutively at first and second week post-transfection using Lipofectamine RNAiMAX Reagent (Invitrogen). Plates were collected on day 30 and were analyzed for expression of surface markers of human pluripotent stem cells. Alkaline phosphatase staining was performed using Alkaline Phosphatase Detection Kit (Millipore) per manufacturer’s instruction.

### Immunofluorescence staining

Cells were fixed with 4% PFA and were incubated with a monoclonal antibody against SSEA3 (gift from Prof. Peter W. Andrews, University of Sheffield, UK). A goat anti-mouse secondary antibody (IgG+IgM) conjugated with FITC (Cayman Chemical) was then used for visualization under a fluorescence microscope (EVOS).

### Flow cytometry

Single cells were collected by trypsinization, and resuspended with 10% FBS in PBS buffer. Primary antibodies SSEA3 and A2B5 (1 in 10 dilution) were added into cell suspensions containing 1x10^5^ cells in 100 μL volume. P3X was used as a negative control antibody. The reaction was incubated on-ice for 30 min, washed with PBS and resuspended with 10% FBS in PBS. One μL of FITC-conjugated Goat anti-Mouse antibody (Cayman Chemical) was added to the reaction. The reaction was incubated on-ice for another 30 min. Flow cytometric analysis was performed using Cytomic FC500 (Beckman Coulter).

## Supporting Information

S1 Fig (A) RNA products of *in vitro* transcription of antisense and sense SRA were run on formaldehyde agarose gel followed by ethidium bromide staining. (B) Northern blot analysis of antisense and sense biotinylated SRA was performed to verify biotinylation of the RNA molecules. (JPG) Click here for additional data file.

S2 Fig RNA pull down experiment using nuclear extract of human pluripotent stem cells NTERA2 followed by western blotting of SETDB1A and SETDB1B. The inputs were used at 10% of the samples.
(JPG) Click here for additional data file.

S3 Fig SRA associates with TrxG and PRC2 complexes *in vivo*. RNA immunoprecipitation was performed using nuclear extract of NTERA2 cells. Upper: qPCR of SRA purified from immunoprecipitates using anti-rabbit WDR5 or SUZ12 antibodies. GAPDH was served as a negative control. Data are shown as mean±SD; n = 3. * *p* < 0.05. *p* value calculated with two-tailed Student’s *t* test. Lower: Western blot of immunoprecipitates using anti-mouse RBBP5 or EZH2 antibodies. The inputs were used at 10% of the samples.
(JPG) Click here for additional data file.

S4 Fig (A) Schematic representation of SRA full length, 5’ and 3’ domains. STR5 and STR7 are two known functional domains of SRA (Colley and Leedman 2011). (B) RNA products of *in vitro* transcription of full length, 5’ and 3’ domains of SRA were run on a formaldehyde agarose gel followed by ethidium bromide staining. (C) Northern blot analysis of full length, 5’ and 3’ domains of biotinylated SRA was performed to verify biotinylation of the RNA molecules. (JPG) Click here for additional data file.

S5 Fig RT- qPCR analysis of SRA expression in SRA knockdown cells. The human pluripotent stem cells NTERA2 were transfected with a plasmid encoding shRNA targeting SRA. Cells stably expressing the shRNA were established by puromycin selection. Data are shown as mean± SD; n = 3.
(JPG) Click here for additional data file.

S6 Fig p68 does not directly interact with TrxG complex. Purified recombinant TrxG complex was used for *in vitro* co- immunoprecipitation assay with p68. A rabbit polyclonal antibody recognizing p68 was used to pull down the RNA helicase. Western blot analysis was performed to detect p68 and TrxG interaction. The inputs were used at 10% of the samples.
(JPG) Click here for additional data file.

S7 Fig Western blot analysis of p68 expression in p68 knockdown cells. The human pluripotent stem cells NTERA2 were transfected with a plasmid encoding shRNA targeting p68. Cells stably expressing the shRNA were established by puromycin selection.
(JPG) Click here for additional data file.

S8 Fig p68 does not affect interaction between PRC2 complex and SRA *in vivo*. RNA immunoprecipitation was performed using scramble and p68 knockdown NTERA2 cells. Upper: qPCR of SRA purified from immunoprecipitates using anti-rabbit SUZ12 antibody. Data are shown as mean±SD; n = 3. * *p* < 0.05. *p* value calculated with two-tailed Student’s *t* test. Lower: Western blot of immunoprecipitates using anti-mouse EZH2 antibody. The inputs were used at 10% of the samples.
(JPG) Click here for additional data file.

S9 Fig ChIRP-PCR of examples of SRA-associated bivalent genes in NTERA2 cells. (JPG) Click here for additional data file.

S10 Fig Examples of raw tracks of SRA ChIRP-seq and p68 ChIP-seq data showing occupancy of SRA and p68 on four genes marked by bivalent modification, which are also associated with NANOG. Publicly available data for H3K4me3, H3K27me3 and NANOG ChIP-seq were derived from the ENCODE project.
(TIF) Click here for additional data file.

S11 Fig (A) Venn diagram of regions bound by NANOG/p68, H3K4me3 and H3K27me3. (B) ChIP-PCR of examples of p68-associated bivalent genes in NTERA2 which are also bound by SRA. (JPG) Click here for additional data file.

S12 Fig ChIP-PCR of H3K4me3 at examples of p68-associated bivalent genes in NTERA2 upon p68 knockdown. Silencing of p68 led to a decrease in H3K4me3 occupancy at a number of selected p68/bivalent target genes.
(JPG) Click here for additional data file.

S13 Fig (A) SRA interacts with p68 but not CTCF. RNA pull down experiment using recombinant CTCF or p68 produced by *in vitro* translation. (B) SRA/p68 complex does not directly associate with CTCF. Co-immunoprecipitation (Co-IP) was performed using recombinant CTCF and p68 in the presence of antisense or sense SRA. Left: Co—IP using p68 antibody. Right: Co- IP using CTCF antibody. Note that in a previous publication (Yao et al. 20 10), although recombinant p68 and CTCF were used, the interactions were carried out in the presence of nuclear extracts. The inputs were used at 10% of the samples.
(JPG) Click here for additional data file.

S14 Fig Venn diagram of regions bound by SRA, CTCF and bivalent sites (H3K4me3 and H3K27me3). Lower; Percentage of co- occupancy of bivalent sites of CTCF binding regions without or with SRA occupancy (see text). *p*-value was calculated by Fisher’s exact test.
(JPG) Click here for additional data file.

S15 Fig Venn diagram of regions bound by SRA, NANOG and CTCF. (JPG) Click here for additional data file.

S16 Fig (A) Venn diagram of regions bound by NANOG/SRA, H3K4me3 and H3K27me3. (B and C) Genome—wide p68-binding sites were compared with SRA and H3K4me3 (B) or H3K27me3 (C). Lower; Percentage of co-occupancy of H3K4me3 (B) and H3K27me3 (C) of SRA binding sites without or with p68 occupancy. *p*-values were calculated by Fisher’s exact test.
(JPG) Click here for additional data file.

S17 Fig Flow cytometry analysis of cells expressing SSEA3 or A2B5 in human pluripotent stem cells NTERA2 with SRA knockdown. Data are shown as mean± SD; n = 3.
(JPG) Click here for additional data file.

S18 Fig A proposed model of function of SRA as a bivalent long non-coding RNA. At bivalent genes harboring both H3K4me3 and H3K27me3 marks, SRA directly interacts with both TrxG and PRC2 complexes, and is recruited to target genes by transcription factors such as NANOG. The presence of p68 facilitates TrxG recruitment by SRA, which may in turn increase the level of H3K4me3.
(JPG) Click here for additional data file.

S1 Table List of antibodies used in this study. (DOC) Click here for additional data file.

S2 Table Primer sequences for ChIP-PCR and ChIRP-PCR. (DOCX) Click here for additional data file.

S3 Table Sequences of ChIRP probes for SRA. (DOCX) Click here for additional data file.

# Supplementary material for: Association of the Long Non-coding RNA Steroid Receptor RNA Activator (SRA) with TrxG and PRC2 Complexes
**Source:** PLoS Genet. 2015 Oct 23;11(10):e1005615. doi: 10.1371/journal.pgen.1005615
**Supplement:** S1 Table

**S1 Table**

| Gene | Species | Company | Cat. No. | Application |
| --- | --- | --- | --- | --- |
| p68 | Rabbit | Bethyl Laboratories | A300-523A | WB, IP, ChIP |
| p68 | Mouse | Santa Cruz Biotechnology | sc-166167 | WB |
| p72 | Rabbit | Bethyl Laboratories | A300-509A | WB |
| CTCF | Rabbit | Abcam | ab70303 | IP, WB |
| CTCF | Mouse | Abcam | ab37477 | WB |
| WDR5 | Rabbit | Bethyl Laboratories | A302-430A | WB, ChIP |
| RBBP5 | Rabbit | Bethyl Laboratories | A300-109A | WB, IP |
| RBBP5 | Mouse | Millipore | MABE220 | WB, IP |
| ASH2L | Rabbit | Bethyl Laboratories | A300-107A | WB |
| MLL | Rabbit | Bethyl Laboratories | A300-375A | WB |
| EED | Rabbit | Santa Cruz Biotechnology | sc-28701 | WB |
| SUZ12 | Rabbit | Santa Cruz Biotechnology | sc-67105 | WB, IP |
| EZH2 | Mouse | Thermo Scientific | MA5-15101 | WB, IP |
| NANOG | Mouse | Thermo Scientific | MA1-017 | WB, ChIP |
| OCT4 | Mouse | Santa Cruz Biotechnology | sc-5279 | WB |
| SOX2 | Rabbit | Cell Signaling | 2748S | WB |
| Control IgG | Mouse | Santa Cruz Biotechnology | sc-2025 | ChIP |
| Control IgG | Rabbit | Santa Cruz Biotechnology | sc-2027 | IP, ChIP |
| IgG+IgM FITC | Goat | Cayman Chemical | 10006617 | IF |

# Supplementary material for: Association of the Long Non-coding RNA Steroid Receptor RNA Activator (SRA) with TrxG and PRC2 Complexes
**Source:** PLoS Genet. 2015 Oct 23;11(10):e1005615. doi: 10.1371/journal.pgen.1005615
**Supplement:** S2 Table

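The table that follows gives the primers used to measure single regions by PCR after ChIP or ChIRP. It lists 20 primers in 10 pairs, each pair named for a gene. Where the primers lie and how long a stretch they amplify was not checked, because a genome sequence of hg19 was not used here. The primers are 20 to 21 nt long, with GC contents from 50% to 60%. Captions of the paper's supplementary figures describe genes measured by PCR as examples associated with SRA or p68. Such measurements therefore cover chosen regions and are no unbiased test of the genome-wide site lists. The PCR values themselves were not analysed here.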

**S2 Table.** Primer sequences for ChIP-PCR and ChIRP-PCR.

| **Primer** | **Sequence (5’→3’)** |
| --- | --- |
| BAI2_ChIPF | CATGTCACCGCGTAATCCTG |
| BAI2_ChIPR | AGCCCAATGTCCCCTTACTC |
| BTG_ChIPF | TCCCTGGACCTCCTGAAAAAC |
| BTG2_ChIPR | AAGACCTTAAGCCTCTGCTCG |
| HSD11B2_ChIPF | CTGACTCCATTGCATCGTGG |
| HSD11B2_ChIPR | TCTCCACTCATGCTCCAAGG |
| KIF21B_ChIPF | GGTAAGAACCCTGGTCTCCC |
| KIF21B_ChIPR | GGCTAGTCTTGGGCTAGGAG |
| MLYCD_ChIPF | AAGAACAGGGTTGTGGGAGT |
| MLYCD_ChIPR | CTGCCAAGACACAGACACAC |
| OPRD1_ChIPF | ATCGCATTGCCAAGTGTACG |
| OPRD1_ChIPR | CAGGATGCGGGTACTGATGA |
| RUNX3_ChIPF | AAAAGGCCACCAGAAAACCC |
| RUNX3_ChIPR | CCATATGGATCCCCAGTCCC |
| SDC3_ChIPF | TCCCTCAAGGAAAGGGGAAC |
| SDC3_ChIPR | CTTTAGGGACTGGGCTCTCC |
| SIM2_ChIPF | TGCCATACCCGTGAACATCT |
| SIM2_ChIPR | CATTAGCCAGCTTCCGACAC |
| TMCC2_ChIPF | ATGGGTGGAGGAAATCCTGG |
| TMCC2_ChIPR | GTTTTTGGGGTTGGTTGCAC |

# Supplementary material for: Association of the Long Non-coding RNA Steroid Receptor RNA Activator (SRA) with TrxG and PRC2 Complexes
**Source:** PLoS Genet. 2015 Oct 23;11(10):e1005615. doi: 10.1371/journal.pgen.1005615
**Supplement:** S3 Table

**S3 Table.** Sequences of ChIRP probes for SRA

| **Probe** | **Sequence (5’→3’)** |
| --- | --- |
| SRA_1 | GGCTGATGTCATCACATACC/3BioTEG/ |
| SRA_2 | GGTATTGACAACTTTCCTCC/3BioTEG/ |
| SRA_3 | CGGTGGCTTGAAAGCTCTTG/3BioTEG/ |
| SRA_4 | GTCACATGGTCAACCATGAG/3BioTEG/ |
| SRA_5 | AGACTCCTCTTTTCTGCAAT/3BioTEG/ |
| SRA_6 | CTGTGGCTGCAGATTTCTCT/3BioTEG/ |
| SRA_7 | GAACCGAGGATTATGAAGCC/3BioTEG/ |
| SRA_8 | AGAAGGTCTCCAAGGCATAG/3BioTEG/ |
| SRA_9 | CCAGTGGGACAGTCTTGGTG/3BioTEG/ |
| SRA_10 | TGAGTAACACATGAACTCCC/3BioTEG/ |
| SRA_11 | ACTGTTAGCTTATACTGGGG/3BioTEG/ |
| SRA_12 | TGTTGCCTGCGGAGGCGAGG/3BioTEG/ |
| SRA_13 | CAGCCCGTATGAGAACTGCG/3BioTEG/ |
| SRA_14 | CTCTTGGTAAGCAGCGAGCG/3BioTEG/ |
| SRA_15 | TCTCTGATGCGGGGACTCTG/3BioTEG/ |
| SRA_16 | TACTTGAAGGAGGTGGAGGC/3BioTEG/ |
| SRA_17 | CGCCAGAGGCAGGACCACTC/3BioTEG/ |
| SRA_18 | CTCCATCACAGCCTCAGACT/3BioTEG/ |
| SRA_19 | GCCACGGCAGTCTTCCAATG/3BioTEG/ |
| SRA_20 | CTAGCTTGGCACCGGAAGGG/3BioTEG/ |
| SRA_21 | TGCAGATACACAGGGAGCAG/3BioTEG/ |
| SRA_22 | CAGCAGATCCCTTCCTGATG/3BioTEG/ |
| SRA_23 | AGTCTACTTTGGGAAAAAGT/3BioTEG/ |
| SRA_24 | ACCATCCAAACACAGCTGCT/3BioTEG/ |
| SRA_25 | AAGTCTCCCCGTTCTATTTG/3BioTEG/ |
| SRA_26 | GTGATACAGTGCAAATAGGA/3BioTEG/ |
| SRA_27 | CCACTCAATGTGGTTCTAAT/3BioTEG/ |
| SRA_28 | CTCAGTAATCTGGTCTTTTT/3BioTEG/ |
| SRA_29 | TGAGGCAGCAGTTTGTTTGG/3BioTEG/ |

How the deposited data were processed for this re-analysis (not part of the article)

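The data are from SRA ChIRP-seq and p68 ChIP-seq in NTERA2 cells, each with 3 biological replicates, and from input chromatin, which was not analysed here. For each of the 2 assays the authors deposited 1 list of sites with 3 columns (chromosome, start and end in bp) and no score. The authors had aligned single-end reads of 50 bp to hg19, removed duplicates and reads of mapping quality under 20 with SAMtools, and called peaks with MACS 1.4.2 at a p-value below 1e-04 for SRA and 1e-05 for p68. They had intersected the lists of the replicates with ChIPpeakAnno and subtracted the LacZ sites from the SRA list with bedtools. The methods text does not name the aligner. These steps affect the values in known ways. A site called in a single replicate would be absent, the lists were made at different thresholds, and the subtraction applies to SRA only. Lists of single replicates, LacZ sites and reads were not used here, so depth is unknown, replicates could not be left out in turn and precision is limited to counting error.

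Positions were used as deposited, without filtering, and are printed with the first base counted as 1. An SRA site was called shared when the gap between its edges and those of a p68 site was at most 500 bp. Methods gives this distance between peaks and does not state that edges were meant. Shares are given with 95% Wilson intervals and densities with exact binomial intervals. Sharing was compared with 100000 circular shifts of the p68 sites within each chromosome, also when a chromosome was left out. Other alternatives tested by circular shifts used 10000 of them. Sharing was also compared with 1000 lists in which each p68 site was moved by 100 kb to 1 Mb, and with 1000 random placements. Widths were compared by permuting sites 100000 times. Clustering was compared with 1000 random placements (200 for alternatives). Chromosomes were compared by groups of sites, with sites within 10 kb joined, using Fisher's exact test and the exact binomial test with Benjamini-Hochberg adjustment. The sites printed singly are the 3 widest of each list, a rule set before the data were examined, and the groups of SRA sites printed were chosen as the largest after their sizes were seen. The script for sharing was tested on simulated data. Of 100 simulated lists with p68 sites scattered at random within each chromosome, it called 4 at a p-value under 0.05 (one-sided permutation test). Such lists lack the clustering of the real p68 sites, so this rate does not cover false calls among clustered sites. It recovered 100% of 789 sites planted on the midpoints of SRA sites. That checks the code only, because a site planted there always counts as shared. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots matplotlib 3.10.9.

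Distances to transcription start sites, GC content, probe matches and gene families were planned only for a genome or annotation of hg19 and were not run. A gene table of another assembly was not used. The histone mark, NANOG and CTCF lists of the ENCODE project were not analysed here. Alternatives tried were other rules for sharing (overlap of at least 1 bp, a gap of at most 2 kb, 50% of the site covered, midpoints at most 500 bp apart), merging of sites, narrow sites only, each chromosome left out, and other distances for clustering.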

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

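The alternatives with p68 sites moved by 10 kb to 50 kb, with SRA sites within 10 kb counted once, and with overlap or midpoints tested against moved lists were chosen after the results were seen. The others were set beforehand. With 1 list per assay no replicate was left out in turn, and no paired analysis was possible because the lists carry no replicates. The alternatives that need hg19 (start sites, GC content, probe matches, gene families) were not run.

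The numbers of SRA and p68 sites were the same after merging, and fell by 1 and 9 when only chromosomes 1 to 22, X and Y were kept. The percent of SRA sites with a p68 site, 11.6%, followed the rule for sharing. It was 8.96% for an overlap of at least 1 bp, 16.2% for a gap of at most 2 kb, 0.570% with at least 50% of the site covered and 0.709% with midpoints at most 500 bp apart. It was 5.37% for sites no wider than the median width of their list, where fewer and narrower sites are compared, and 10.9% (858 of 7899 SRA sites) when each connected group of SRA and p68 sites counted with the smaller of its numbers of SRA and p68 sites. With SRA sites within 10 kb counted once in both numbers, it was 14.8% (807 of 5453 groups). Without chromosome 1 it was 9.76%, and without any other chromosome it stayed between 11.4% and 12.1%. The percent of p68 sites with an SRA site, 6.55%, moved in the same way, to 5.09% for overlap, 9.25% for a gap of at most 2 kb, 1.80% with at least 50% of the site covered, 0.396% with midpoints at most 500 bp apart and 2.97% for narrow sites.

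The excess of sharing over chance, 2.95, kept its direction with a p-value of 0.001 or lower when p68 sites were placed at random (2.78) or moved by 100 kb to 1 Mb (1.50) or by 10 kb to 50 kb (1.33). The same held when SRA sites were shifted in place of p68 sites (2.95), which differs from the main comparison only in its random offsets. It also held for overlap (2.75, or 1.40 against moved lists), a gap of at most 2 kb (2.79), narrow sites (4.48), SRA sites within 10 kb counted once (2.81) and with each chromosome left out (2.83 to 3.21). No excess was found when midpoints had to lie at most 500 bp apart. The value was then 0.90 against circular shifts, where 56 sites lie within the chance range of 42 to 87 (one-sided permutation p = 0.72), and 0.46 against lists moved by 100 kb to 1 Mb, below their range of 100 to 143. No biological cause was tested. Shared crowding and cutting of SRA sites by the LacZ subtraction are taken up under Other observations. The width ratio of SRA sites with and without p68 was 1.13 and stayed above 1 with p-values of 0.0036 or lower for overlap (1.18), midpoints (1.20) and medians (1.16). Clustering of either list exceeded random placement, which does not keep regional density, at 2 kb, 10 kb and 50 kb.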

Differences from the paper's values

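The numbers of sites in the lists, 7899 for SRA and 14131 for p68, are those the paper states. For the share of SRA sites with p68 the paper's value is 16%, against 11.6% here. The distance was the 500 bp that its methods give for these factors, measured here between edges. The difference is less than 1.5 times. Of the alternatives set before the data were examined, a gap of at most 2 kb gave 16.2%, which reaches the paper's value. The others gave lower values, from 0.570% with at least 50% of the site covered to 12.1% without chromosome 3. The diagrams of Fig 3E and Fig 3F show about 1300 SRA sites with p68, read by eye, against 917 sites here at 500 bp and 1277 at 2 kb.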

Other observations

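The tests of sharing against circular shifts and against p68 sites moved by 100 kb to 1 Mb, and the permutation test of widths, were set before the data were looked at. Chosen after the lists had been examined were the tests with p68 sites moved by 10 kb to 50 kb, on widths and midpoints against moved lists, on p68 density inside and outside SRA sites, on the shortest SRA site and on the chromosomes. The design has no second condition, so no biological explanation was tested for any pattern here.

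The midpoints of p68 sites tended to fall outside SRA sites, although 708 of the 917 SRA sites with p68 within 500 bp overlapped a p68 site. The hypothesis that p68 sites are centred in SRA sites came out negative, since p68 midpoints were 0.82 times as dense inside SRA sites as 10 kb to 50 kb away. Inside SRA sites there were 231 p68 midpoints, against 351.7 on average in lists with p68 sites moved by 100 kb to 1 Mb (95% range 318 to 387), a ratio of 0.66. In the first 500 bp outside SRA sites there were 379, against 112.1 (91 to 133), a ratio of 3.38. Both had a two-sided permutation p of 0.002, the smallest that 1000 moved lists can give. The density inside was below that at the edges in all 14 chromosomes with at least 100 SRA sites. It was also lower for SRA sites up to the median width (7.92 against 46.0 per Mb) and for wider ones (12.1 against 59.6 per Mb). The paper does not report this arrangement.

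Crowding of both lists into the same regions is argued against for this pattern by the ratio of 0.66, since crowding alone would give a ratio near 1. Cutting of SRA sites at single bases by the subtraction of LacZ sites is argued against by the shortest SRA site, 908 bp, because cuts would leave shorter pieces, and p68 sites as short as 367 bp are listed. Removal of whole SRA sites that overlap LacZ sites was not tested, as the LacZ list was not used here, and stays open.

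The excess of SRA sites near p68 sites is only partly a matter of regions rich in both. The 2.95-fold excess over circular shifts became 1.50-fold with p68 sites moved by 100 kb to 1 Mb and 1.33-fold with p68 sites moved by 10 kb to 50 kb, each with a one-sided permutation p of 0.001, the smallest that 1000 lists can give. Regional crowding is therefore argued against as the whole source of the excess, down to distances of 10 kb to 50 kb. With midpoints at most 500 bp apart in place of edges, no excess was left, at 0.46 times the mean of lists moved by 100 kb to 1 Mb.

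SRA sites with a p68 site within 500 bp had a median width of 2550 bp, and those without it 2196 bp. The ratio of geometric mean widths was 1.13 (permutation p = 1e-05, two-sided, 917 and 6982 sites, the smallest p that 100000 permutations can give). A wide site lies near more places, and moving the p68 sites by 100 kb to 1 Mb gave a ratio of 1.21 on average (95% range 1.16 to 1.26). The observed ratio is below that range, so that reach alone would have given a larger difference in width than was seen, and no excess of width is left to explain. In comparisons of other marks between SRA sites with and without p68, the wider sites reach further. With 2 kb added on each side, the ratio of mean reach is 1.06.

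The SRA list lacked sites over long stretches where the p68 list had many, sometimes with a sharp change along a chromosome. The 6 chromosomes and boundaries used here were chosen after the counts per window had been seen. On chromosome 16, 1 SRA site lay before 40 Mb and 1045 after it, while p68 had 405 and 401. On chromosome 7, 481 SRA sites lay before 60 Mb and 3 after it, against 647 and 737 p68 sites. On chromosome 17, 10 SRA sites lay before 40 Mb and 359 after it, against 105 and 135. On chromosome 8, 153 lay before 80 Mb and 5 after it, against 319 and 96, and on chromosome 19, 114 before 20 Mb and 8 after it, against 591 and 141. On chromosome 4, 40 lay before 30 Mb and 2 after it, against 168 and 128. Scatter in proportion to chromosome span is argued against by 22 of 24 chromosomes whose number of SRA groups differed from their span at an adjusted p-value under 0.05 (exact binomial test). The span includes 18 windows of 10 Mb without a site of either list. The p68 groups were not put to this test, so the result is not shown to be particular to SRA. A property that raises both lists in the same proportion is argued against by 19 of 24 chromosomes whose share of SRA groups differed from the rest. Both counts of chromosomes treat groups as independent, which they are not over long stretches, and may therefore be too high. Copy number or read depth acting through the threshold of the peak caller stays open. Over the 322 windows of 10 Mb, SRA and p68 sites rose and fell together (Spearman's rho 0.74, Pearson's r 0.612, permutation p of 0.001 for each, the smallest that 1000 permutations can give). Neighbouring windows are not independent, and this relation does not separate depth from regions where either factor has many sites. Counted per Mb, p68 sites were denser on the side with more SRA sites in 5 of the 6 chromosomes above, the direction a shared copy number would give. Chromosome 16 went the other way, with 10.1 p68 sites per Mb before 40 Mb and 8.00 after it, which goes against copy number there. Places outside these 6 chromosomes went the other way too. On chromosome 2, the window from 20 to 30 Mb held 3 SRA and 270 p68 sites, and the window before it 53 and 40. On chromosome 12, the 10 Mb before 40 Mb held 8 SRA and 129 p68 sites, and the 10 Mb after it 36 and 39. These places were picked from the windows, and how many windows go each way was not counted. Without the density of genes on either side, which was not used here, these values do not settle it. A replicate list that was incomplete in the sparse stretches is also open, because the lists were intersected. The 146 SRA sites left on the 10 chromosomes with fewer than 100 show only that no list was empty over all of them. Depth, an incomplete list and a true difference in SRA binding cannot be told apart here, because reads and the lists of single replicates were not analysed.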
